# Cryoablation reshapes the immune microenvironment in the distal tumor and enhances the anti-tumor immunity

**DOI:** 10.3389/fimmu.2022.930461

**Published:** 2022-08-31

**Authors:** Ying Wu, Fei Cao, Danyang Zhou, Shuanggang Chen, Han Qi, Tao Huang, Hongtong Tan, Lujun Shen, Weijun Fan

**Keywords:** cryoablation, tumor microenvironment, lysosome, SNAP23, STXBP2

## Abstract

As one of the local treatments, cryoablation plays an increasingly important role in the comprehensive treatment of malignant tumors with its advantages of less trauma, high reproducibility, and minimally invasive. Activation of anti-tumor immunity, another characteristic of cryoablation, has attracted more and more attention with the extensive application of immunotherapy. Unfortunately, the mechanism by which cryoablation enhances anti-tumor immunity is still unclear. In this study, we applied a multi-omics approach to investigate the effects of local cryoablation in the distal tumor microenvironment. The results revealed that large amounts of tumor antigens were released post-cryoablation, leading to a sterile inflammatory response in distant tumors. During this period, activated lysosome-related pathways result in over-expression of SNAP23 (Synaptosome associated protein 23) and STXBP2 (Syntaxin binding protein 2), activation of immune effector cells, suppression of the release of immunosuppressive factors, and finally enhancement of anti-tumor immunity, which shows a broad prospect in combined immunotherapy.

## Introduction

Cryoablation has a long history and was first used in the 1840s to treat breast and uterine cancers (1). Cryoablation is a local treatment method with minimally invasive and practical, with fewer complications, short hospital stays, and repeatable operations (2). With the development of cryoablation technology, cryoablation has been used to treat various solid tumors, including skin, liver, lung, breast, and bone tumors (3).

With the wide application of cryoablation in clinical practice, its minimally invasive nature has been recognized, and the immune response post cryoablation has attracted more and more attention. Tumor cells are damaged by repeated freeze-thaw cycles, accompanied by the release of cell contents. Therefore, these released cell contents retain their original properties, leading to another anti-tumor mechanism after cryoablation: stimulated immunological targeting of tumor cells (1, 3–8). Previous studies have reported spontaneous resolution of distant metastases during cryoablation of prostate cancer (9, 10). Besides, other studies have shown that cryoablation reduces tumor metastasis and that the T lymphocyte in tumor-draining lymph nodes (TDLN) secrete higher levels of interferon-gamma (IFN-γ) than surgery (5). Moreover, tumors that remain *in situ* after cryoablation could protect against subsequent tumor rechallenge (11, 12).

Unfortunately, the mechanism by which cryoablation enhances anti-tumor immunity is still unclear. Previous studies reported that cell contents released by cryoablation contain “danger signals” such as pro-inflammatory cytokine, heat shock protein, DNA, and RNA recognized by toll-like receptors, which activate the natural immune response (1, 3, 4, 7, 13–15). With the wide application of the new generation of immunotherapy represented by immune-checkpoint inhibitors, cryoablation combined with immunotherapy has shown more and more broad prospects, and several clinical trials are currently exploring combination therapies (16–22). However, the timing and sequence of cryoablation, the extent of cryoablation, and the choice of target tumor are still unclear, which requires further understanding of the mechanism of cryoablation enhancing anti-tumor immunity.

In this study, we applied a multi-omics approach to investigate the effects of local cryoablation on the distal tumor microenvironment, providing a theoretical basis for cryoablation in combination with other immunotherapy regimens.

## Methods

### Cell culture and primary mouse

Mouse colon cancer MC38 was purchased from Guangzhou Saifei Trading Co., Ltd. (Jennie biological technology). Cells were regularly tested for Mycoplasma contamination by quantitative PCR. All of these cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco) supplemented with 10% fetal bovine serum (FBS; Gibco); and 100 μg/ml Penicillin/Streptomycin (Gibco).

### Primary mouse and mouse models

C57BL/6J mice were purchased from Guangdong medical laboratory animal center. Mouse xenografts were generated in 6-8-week-old C57BL/6J mice by subcutaneous implantation of 0.5×10^6^ cells (both sides). Animals were randomized into two groups (control VS cryoablation) for collection and analysis. On the 7th day, the subcutaneous tumor of the mice grew to about 5-6 mm in diameter. After anesthesia, one side of the tumor was subjected to cryoablation. The cryoablation was performed using Visual-ICE™ System (Galil Medical, Israel). The cryoprobe was inserted into the targeted lesions, and two 40-sec freezing cycles, separated by a 20-sec freezing and an active 20-sec thawing session, were performed. The subcutaneous tumor achieved complete ablation. On the contralateral tumor, two orthogonal diameters were measured every 2-3 days (control vs. cryoablation). Tumor volume was calculated as V = π/6 × L × W × H, where L, W, and H represent the length, width, and height, respectively. All experiments with mice were performed by protocols approved by the Sun Yat-sen University Cancer Center (SYSUCC). The experiments were repeated at least two times.

### Immune profiling by flow cytometry

Implants of the indicated MC38 cell populations in D1, D3, D5, D7, D9 and were measured for total weight. Biopsies were then minced using scalpels and digested with 500 U/ml Collagenase IV (Sigma–Aldrich) and 0.02 mg/ml DNAse I (Coolaber) and 300 mg/ml-Hyaluronidase (Solarbio) per 0.3 g tumor weight for 30-50 min at 37°C. After digestion, the cell suspension was passed through a 40 μm cell strainer to remove large pieces of undigested tissue. Erythrocytes were lysed using Red Blood Cell Lysis Solution (TIANGEN; RT122-02).

In terms of cell surface stain, 1×10^6^ cells were incubated with an anti-Fc receptor blocking antibody and stained with the indicated antibodies in stain buffer (BD) for 30 min on ice. Viability was assessed by staining with Fixable Viability Stain 620 (BD). For intracellular staining of Foxp3, cells were first fixed and permeabilized using a Fixation/Permeabilization Solution Kit (BD). All flow cytometry was performed on a CytoFLEX LX (Beckman Coulter). The flow cytometry data was analyzed using FlowJo V10.6.2 (BD). Flow cytometry antibodies were used as follows (all from BD): Anti-CD45 FITC (Clone 30-f11), Anti- CD8a APC-H7 (Clone 53-6.7), Anti- CD4 BV510 (Clone RM4-5), Anti- CD279 BB700 (Clone J43), Anti- IFN-Gma PE-Cy7 (Clone XMG 1.2), Anti- Foxp3 Alexa 647 (Clone MF23), Anti- LY-6G BV786 (Clone 1A8), Anti- CD11b BV605 (Clone M1/70), Anti- CD16/CD32 Pure (Clone 2.4G2). The experiments were repeated at least two times.

After gating single cell types and excluding non-viable cells by staining with Fixable Viability Stain 620 and excluding debris with side scatter area and forward scatter area, the cells are identified using the following combination of cell markers: CD4^+^ T cell: CD45^+^CD4^+^; CD8^+^ T cell: CD45^+^CD8^+^; Treg cell: CD45^+^CD4^+^Foxp3^+^.

### Bulk RNA-seq and data analysis

Extract mRNA with a magnetic bead adsorption method and cut it into a small fragment to synthesize cDNA. The RNA samples were sequenced by the Shanghai Personalbio Company. The library preparations were sequenced on a NovaSeq platform after cluster generation. Differential expression analysis was performed using the edgeR R package (3.18.1). The P values were adjusted using the Benjamini & Hochberg method, and the absolute foldchange of 1 and P-value of 0.05 were set as the threshold for identification of differentially expressed genes. STRING database was used for Protein-protein interaction network analysis (PPI) analysis. CIBERSORT was used for calculating immune cell infiltration in the tumor.

### Quantitative proteomics and data analysis

Pre- (3 samples) and post-cryoablation (4 samples) samples were obtained from advanced melanoma patients who had progressed after a series of therapies, including chemotherapy, targeted therapy, and immunotherapy. We obtained tumor tissue from the same distal tumor (without cryoablation) by fine-needle aspiration biopsy before and three weeks after cryoablation. The patients and Ethics Committee have approved all procedures. No related complications occurred in all patients. The samples were frozen in liquid nitrogen and ground with a pestle and mortar. The protein samples were sequenced in Shanghai Genechem Co., LTD (4D Label-free). The MS data were analyzed using MaxQuant software version 1.6.14.0. Samples were analyzed on a nanoElute (Bruker, Bremen, Germany) coupled to a timsTOF Pro (Bruker, Bremen, Germany) equipped with a CaptiveSpray source, and the timsTOF Pro (Bruker, Bremen, Germany) was operated in PASEF mode. The global false discovery rate (FDR) cutoff for peptide and protein identification was set to 0.01. Proteins which Fold change>2 or <0.5 and p-value (Student’s t-test) <0.05 were considered to be differentially expressed proteins. We applied the SangerBox tool to further bioinformatics analysis of DEGs (sangerbox.com).

### Statistical Analysis

For categorical variables versus categorical variables, Fisher’s exact test was used; for categorical variables versus continuous variables, the Kruskal-Wallis test was used to test if any of the differences between the subgroups were statistically significant. Tumor growth curves were analyzed by one- and two-way analysis of variance (ANOVA). All statistical tests were two-sided, and statistical significance was considered when p value <0.05 unless otherwise indicated. All the analyses of clinical data were performed in R (version 4.1.1). R software, with limma, ggplot2, dplyr, reshape2, RColorBrewer packages, etc.

## Result

### Cryoablation could prolong the survival of mice without a significant effect on the distant tumor volume control

On the D7 day, the subcutaneous tumor of the mice grew to about 5-6mm in diameter. After anesthesia, one side of the tumor was subjected to cryoablation (**Figure 1A**). The cryoprobes were inserted into the targeted lesions, and two 40-sec freezing cycles, separated by a 20-sec freezing and an active 20-sec thawing session, were performed. The histopathology examination at D14 day after cryoablation showed complete ablation of the subcutaneous tumor (**Figure 1B**). Post-cryoablation, the tumor appeared to have coagulative necrosis with mang inflammatory cell infiltration.

**Figure 1:**
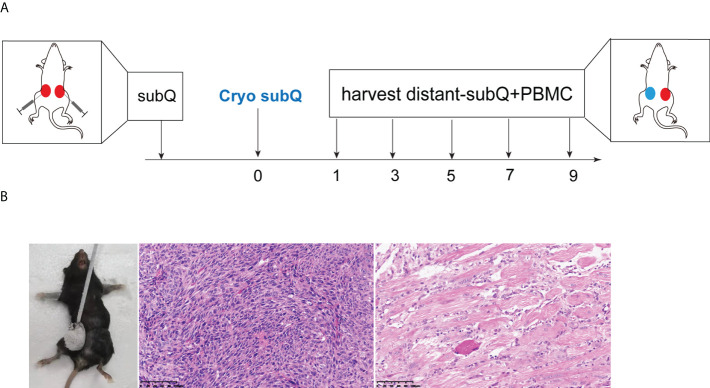
Animal model of cryoablation *in vivo*. **(A)** Mouse xenografts were generated in 6-8-week-old C57BL/6J mice by subcutaneous implantation of 0.5×10^6^ MC38 cells (both sides). On the 7th day, one side of the tumor was subjected to cryoablation; **(B)** The histopathology examination at D14 days after cryoablation showed complete ablation of the subcutaneous tumor (20x).

Two orthogonal diameters were measured on the contralateral tumor every 2-3 days. There was no significant difference in tumor volume between the cryoablation group and the control group (**Figures 2A–D**). However, the survival time of mice in the cryoablation group was significantly prolonged post cryoablation (**Figure 2B**).

**Figure 2:**
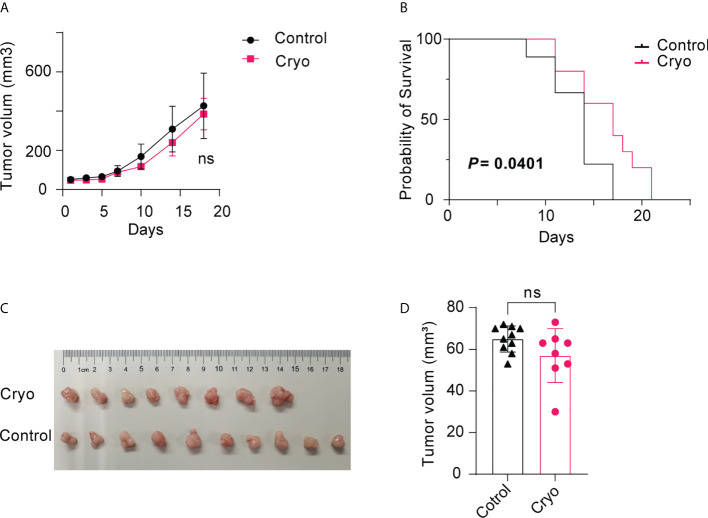
**(A)** There was no significant difference in tumor volume between the cryoablation (5 mice) and the control group (5 mice); **(B)** The survival time of mice in the cryoablation group was significantly prolonged than control group post cryoablation; **(C,D)** There was no significant difference in tumor volume between the control (10 mice) and the cryoablation (8 mice) group on the D5 day after cryoablation. The experiments were repeated at least two times. ns, not statistically significant.

### Cryoablation increased the number and infiltration of immune effector cells in distant tumors

To further study the changes in immune microenvironment in distant tumors of mice, the distant tumors and peripheral blood mononuclear cell (PBMC) of mice were detected by flow cytometry on days D1, D3, D5, D7, and D9 post cryoablation. The results indicated that the changes in immune cells, including CD4, CD8, and Treg cells in the PBMC of mice, were not significant post cryoablation (**Figures 3A, C**).

**Figure 3:**
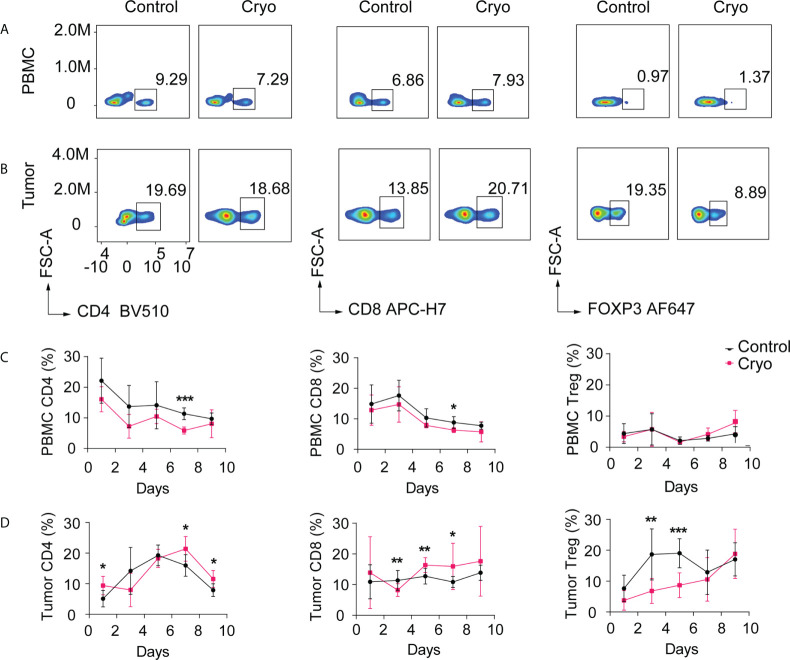
**(A, B)** Flow chart of CD4^+^ T cells, CD8^+^ T cells, Treg cells in PBMC, and distal tumor on day 5. The distant tumors and peripheral blood mononuclear cells (PBMC) of mice were detected by flow cytometry on days D1, D3, D5, D7, and D9 post cryoablation. **(C)** Changes in the proportion of CD4^+^ T cells, CD8^+^ T cells, and Treg cells in peripheral blood (PBMC); **(D)** Changes in the proportion of CD4^+^ T cells, CD8^+^ T cells, and Treg cells in the distant tumor (non-cryoablation tumors). *: p<0.05, **: p<0.01, ***: p<0.001, ns: not statistically significant. The experiments were repeated at least two times.

However, the immune cells isolated from the distant tumor post cryoablation varied significantly over time. In distant tumors, CD4^+^ T cells in the cryoablation group were significantly higher than those in the control group on the first-day post cryoablation. There was no difference between the two groups on D3-D5 days, but there was a significant increase after D5 days in the cryoablation group. CD8^+^ T cells increased significantly on the D5-D7 days post cryoablation, but there was no significant difference between the two groups on the D9 day. Treg cells decreased substantially on the D3-D6 days post cryoablation, but there was no significant difference between the two groups on the D7 day (**Figures 3B, D**).

The immunohistochemical results showed that most of the immune cells in the distant tumor were located in the periphery of the tumor, and few could infiltrate into the tumor (**Figure S1**). The results of immunohistochemical were primarily consistent with those of flow cytometry. CD8^+^ T cells in the cryoablation group were more than those in the control group on D5-D7 days and infiltrated more into the tumor.

### Bulk RNA-seq results indicated that cryoablation could reverse the immunosuppressive environment of distal tumors and enhance the anti-tumor immune

To further study the molecular mechanism of the enhancement of anti-tumor immunity by cryoablation, the mice were sacrificed on the 5th day after cryoablation. 

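MC38 is a mouse colon cancer line that the authors implanted under the skin on both sides of each mouse. In the cryoablation group, the tumor on one side was frozen on the 7th day after implantation, and the contralateral tumor was taken for RNA sequencing 5 days later. The methods give 2 freezing cycles of 40 s, and the deposited sample labels give 2 cycles of 20 s. The labels name 9 control and 8 cryoablation tumors. The same sizes underlie Fig. 4A and Table S1, of which 1999 of 17819 genes were at hand, whereas the text and the legend of Fig. 4 give 9 cryoablation and 8 control samples. Each tumor was assigned to its group by its label. mRNA was captured on magnetic beads, fragmented, converted to cDNA and sequenced on a NovaSeq platform. The authors deposited the number of reads they counted on each of 21931 genes in each tumor, without normalization, beside FPKM values computed from those counts. Of these genes, 4112 had 0 counts in all 17 tumors. The paper's text does not name the aligner, the counting program or the genome build, so gene positions are given as the authors' table lists them.

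The total count per tumor ranged from 14154687 to 17898672 in the control group (median 16048176, n = 9) and from 13524899 to 16847050 in the cryoablation group (median 15130145, n = 8). A count of 3, the limit that a count of 0 allows, corresponded to between 0.168 and 0.222 CPM before normalization, and such limits cover counting error only. For the values reported with the results, the counts were normalized by edgeR's TMM method. The 13005 genes that passed edgeR's filterByExpr were tested with its quasi-likelihood F test, without pairing tumors. Fold changes are those of the cryoablation group over the control group. Genes were counted at the paper's threshold, an absolute log2 fold change over 1 and an unadjusted p under 0.05, and also at a Benjamini-Hochberg adjusted p under 0.05.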

Then the contralateral tumors (non-cryoablation tumors) were frozen in liquid nitrogen for 15 min and stored at -80°C, parallel bulk RNA sequencing. D5 day was chosen because there were more CD8^+^ T cells in the distal tumors and fewer immunosuppressive Treg cells.

Through linear transformation, Principal Components Analysis (PCA) reduces high-dimensional data to two-dimensional or three-dimensional while maintaining the characteristics of the most significant contribution of variance, reducing data complexity. PCA analysis of the RNA-seq in the cryoablation group (9 samples) and the control group (8 samples) showed no significant clustering between the two groups (**Figure 4A**). 

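Principal components were computed from the 500 most variable genes after DESeq2's variance-stabilizing transformation. The first component (PC1) held 63.99% of the variance and the second (PC2) 15.6%. On PC1, the tumors of the control group had a mean of 4.91 ± 9.35 (SD, n = 9) and those of the cryoablation group a mean of -5.53 ± 20.7 (SD, n = 8; two-sided exact permutation test, p = 0.189). On PC2, the means were 1.52 ± 9.58 (SD, n = 9) and -1.71 ± 5.80 (SD, n = 8; exact permutation test, p = 0.434). The difference between the group means accounted for 9.80% of the variance over both components, which was within what splits of the tumors give (exact permutation test over all splits into 9 and 8, p = 0.204). Cryoablation replicates 2, 4 and 5 lay at -25.5, -31.5 and -31.3 on PC1, below the control range of -9.52 to 15.5, and cryoablation replicate 7 lay above it at 16.7. With each tumor left out in turn, the share between the groups ranged from 5.47% without cryoablation replicate 5 to 15.9% without cryoablation replicate 7 (exact permutation p between 0.103 and 0.448).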

The differentially expressed genes were analyzed by DESeq, and the conditions of the differentially expressed genes were: multiple of expression |log2foldchange| > 1, significant p-value < 0.05 (**Table S1**). 

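In the quasi-likelihood test, 64 of the 13005 genes tested passed the paper's threshold, 46 of them higher and 18 lower in the cryoablation group. An unadjusted p under 0.05 was found for 639 genes, where 650.25 would be expected on average from as many unchanged genes with uniform p values. With 1 tumor left out, this number ranged from 252 without cryoablation replicate 2 to 1388 without cryoablation replicate 3. Under limma's voom it was 1312. Over 100 splits of the 17 tumors into 9 and 8, the median was 234 genes, and 30 splits gave at least 639. With Benjamini-Hochberg adjustment over all genes tested, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.728. In the paper's Table S1, the reported adjusted p was 1 for each of the 1999 genes at hand. Without a filter on low counts, 432 of 17819 genes passed the threshold, 222 higher and 210 lower, the largest shift of the total among the alternatives. With limma's voom and sample quality weights, 10 genes were higher and 69 lower. The total also ranged from 34 without cryoablation replicate 5 to 165 without cryoablation replicate 3.

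Among genes past the threshold with a mean of at least 10 counts, those lower in the cryoablation group with the smallest p were Grem1, Hs6st2 and Itga11, and those higher were Cxcl1, H1f10 and Hba-a1. Grem1 (ENSMUSG00000074934, chromosome 2, 113576509 to 113588991), which encodes a secreted BMP antagonist, had 3.63 ± 2.86 CPM (SD, n = 9) in the control group and 0.722 ± 0.659 CPM (SD, n = 8) in the cryoablation group. Its log2 fold change was -2.28 (standard error 0.61; edgeR adjusted p = 0.728), every cryoablation tumor lay below the control median, and the exact permutation test gave p = 0.00337. The log2 fold change was -1.42 (standard error 0.41) for Hs6st2 and -1.23 (standard error 0.37) for Itga11, with exact permutation p values of 0.00720 and 0.00757. H1f10 (ENSMUSG00000044927) rose by a log2 fold change of 1.44 (standard error 0.46; two-sided exact permutation p = 0.0508), which fell to 0.48 under limma's voom, 0.89 with offsets for gene length and GC content and 0.57 with short-gene expression as a term. Cxcl1 (ENSMUSG00000029380, chromosome 5, 91039100 to 91040974), a neutrophil-attracting chemokine, had a log2 fold change of 2.76 (standard error 0.89) that rested on 1 tumor. Its count was 5949 in cryoablation replicate 7 and at most 269 in every other tumor. Without that tumor its log2 fold change was -0.22, and with DESeq2 it was -0.19. The exact permutation test for Cxcl1 gave p = 0.649.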

The results revealed that 46 genes were up-regulated, and 42 were down-regulated (Control vs. Cryo) (**Figure 4B**).

**Figure 4:**
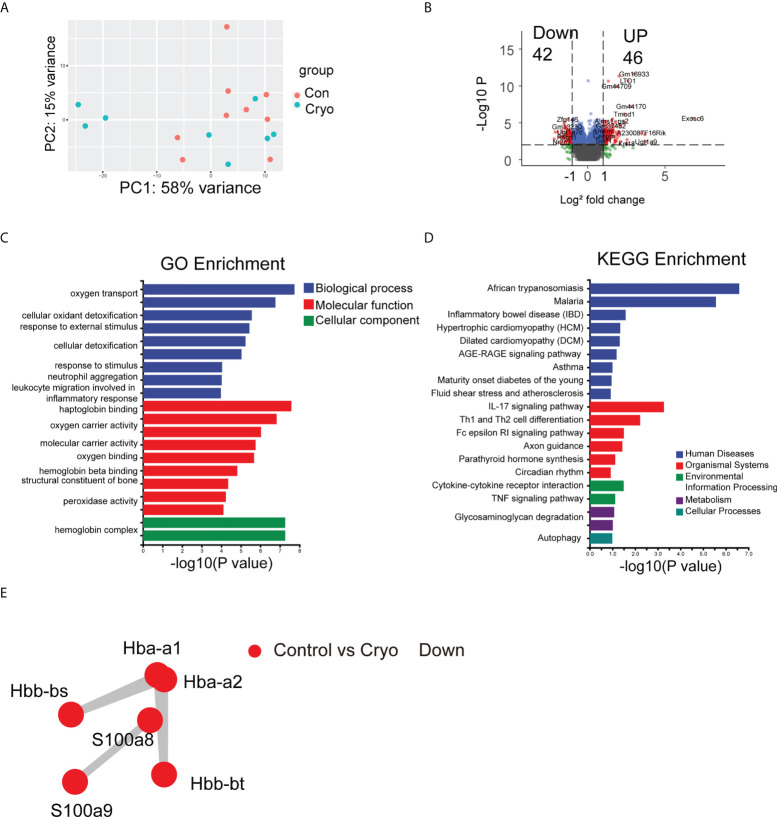
The results of bulk RNA-seq. **(A)** PCA analysis of the RNA-seq in the cryoablation group (9 samples) and the control group (8 samples) showed no significant clustering between the two groups; **(B)** The Volcano plot revealed that 42 genes were up-regulated and 42 genes were down-regulated (Control vs Cryo); **(C,D)** GO and KEGG enrichment analysis results; **(E)** The PPI results showed that the major interacting DEGs were Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, S100A8, and S100A9 (Control vs Cryo down-regulated).

We used topGO for GO enrichment analysis to determine the GO term in which the differentially expressed genes (DEGs) were significantly enriched compared with the whole genome background and to determine the main biological functions of the DEGs (**Table S2**). Among the DEGs, we found a significant enrichment of biological processes (BP) about the “Oxygen transport,” “Response to external stimulus,” “Response to stimulus,” and the “Neutrophil aggregation”; Cellular component (CC) pertaining to the “Hemoglobin complex related” and the “Extracellular related”; Molecular function pertaining to the “Haptoglobin binding” (**Figure 4C**). 

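Each term was tested with the genes that the authors' table annotates to it directly, by a one-sided Fisher's exact test against the tested genes that carry any annotation. This background held 12892 genes, of which 62 passed the paper's threshold. All 3 background genes of the hemoglobin complex were among the 62, against 0.0144 expected (adjusted p = 2.47e-07 over the terms). The same 3 genes, Hba-a1, Hbb-bs and Hbb-bt, made up haptoglobin binding (3 of 3 genes) and the calls in oxygen transport (3 of 5 genes, adjusted p = 1.84e-06). Both genes of neutrophil aggregation, S100a8 and S100a9, were called (2 of 2 genes, adjusted p = 3.19e-05). Of the 741 genes of the extracellular space, 17 were called against 3.56 expected (adjusted p = 2.47e-07), 14 of them higher and 3 lower in the cryoablation group. Of the 829 genes of the extracellular region, 14 were called against 3.99 expected (adjusted p = 3.46e-05). The calls of both terms include Cxcl1, Cxcl2, Il6, Lcn2, S100a8 and S100a9, whose highest counts were all in cryoablation replicate 7. Fisher's exact test takes genes as independent, which these need not be. DESeq2's calls, tested after the data were seen, left out Cxcl1, Cxcl2 and Il6. They held 16 genes of the extracellular space (adjusted p = 5.10e-06) and 13 of the extracellular region (adjusted p = 0.000805). Response to stimulus had 0 calls among its 36 genes (Fisher's exact p = 1), and the table annotates no background gene directly to response to external stimulus. The 62 genes came from the unadjusted threshold, and the paper chose the terms on these tumors, so the p values are not independent evidence. In calls without a filter on low counts, a setting chosen after the data were seen, 19 of the 223 genes of response to stimulus were called, 7 higher and 12 lower (adjusted p = 2.71e-06).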

Besides, we use ClusterProfiler for KEGG enrichment analysis (**Table S3**). 

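Among the genes that Table S3 lists under these pathways, S100a8, S100a9, Il12rb2 and Ccr9 passed the filter on low counts. The table was used only to name genes, and S100a8 and S100a9 are reported with the interacting genes. Il12rb2 (ENSMUSG00000018341, chromosome 6, 67268302 to 67353172), a subunit of the IL-12 receptor, had 1.17 ± 0.831 CPM (SD, n = 9) in the control group and 0.461 ± 0.390 CPM (SD, n = 8) in the cryoablation group. Its log2 fold change was -1.26 (standard error 0.58; edgeR adjusted p = 0.728; exact permutation p = 0.0676). It passed the paper's threshold in 10 of the 17 fits that each left out 1 tumor. Ccr9 (ENSMUSG00000029530, chromosome 9, 123507504 to 123613395), a chemokine receptor, had a log2 fold change of -1.03 (standard error 0.35; exact permutation p = 0.0156). It passed the filter in 10 of the 17 fits that each left out 1 tumor and the threshold in 7 of these 10, with a log2 fold change of -0.94 without cryoablation replicate 7. All 8 cryoablation tumors lay below the control median for both genes. The size of the change in Ccr9 fell to -0.86 under limma's voom and -0.92 with the offsets for length and GC content.

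The other genes of these pathways had too few counts for the filter. Il13, Ccr6 and Rragb had at most 3 counts in every cryoablation tumor. They were at least 2.21-fold, 1.06-fold and 1.74-fold lower than in the control group, which is a bound set by the depth. These bounds rested on control replicate 4, without which they were 1.45-fold for Il13 and 1.19-fold for Rragb, and Ccr6 had none over 1. Rhag, an ammonium channel of red blood cells that Table S2 lists under response to stimulus, also had too few counts for the filter. It had at most 3 counts in every control tumor and was at least 1.07-fold higher in the cryoablation group, a bound that was lost without cryoablation replicate 5. In the fit without a filter, the log2 fold change was -1.59 (standard error 0.66) for Mapk10 and -1.66 (standard error 0.68) for Sele, whose largest counts in any tumor were 10 and 29.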

Some of the pathways are related to the organismal systems, environmental information processing, and cellular processes, including “IL-17 signaling pathway”, “Th1 and Th2 cell differentiation”, “Cytokine-cytokine receptor interaction,” “TNF signaling pathway,” and “Autophagy” so on (**Figure 4D**).

Protein-protein interaction network analysis (PPI) is an analysis that reveals the interaction between genes. Analyze the prediction of the interaction relationship of DEGs using the STRING database. The results showed that the significant interacting DEGs were Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, S100A8, and S100A9 (Control vs. Cryo down-regulated) (**Figure 4E**).

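Hba-a1 (ENSMUSG00000069919, chromosome 11, 32233511 to 32234465) encodes an alpha chain of hemoglobin. It had 7.27 ± 6.67 CPM (SD, n = 9) in the control group and 24.3 ± 21.6 CPM (SD, n = 8) in the cryoablation group, a log2 fold change of 1.75 (standard error 0.56; edgeR adjusted p = 0.728). The two-sided exact permutation test of its log2 CPM gave p = 0.0125, or 0.0524 when adjusted over the 37 named genes with counts. Hbb-bs (ENSMUSG00000052305, chromosome 7, 103475741 to 103477303) and Hbb-bt (ENSMUSG00000073940, chromosome 7, 103461731 to 103463203) encode beta chains. Hbb-bs rose from 14.5 ± 13.9 to 42.1 ± 32.8 CPM (SD, n = 9 and n = 8), a log2 fold change of 1.54 (standard error 0.55; exact permutation p = 0.0142). Hbb-bt rose from 1.62 ± 1.52 to 4.39 ± 2.35 CPM (SD), a log2 fold change of 1.45 (standard error 0.49; exact permutation p = 0.00613). For each of the 3 genes, all 8 cryoablation tumors lay above the control median, although the ranges of the groups overlapped. Left out in turn, no tumor brought the log2 fold change of Hba-a1 under 1.40, of Hbb-bs under 1.21 or of Hbb-bt under 1.27. Hba-a2 (ENSMUSG00000069917, chromosome 11, 32246489 to 32247298), a near-identical copy of Hba-a1, had 0 to 7 counts per control tumor and 4 to 32 per cryoablation tumor, too few for the filter. In the fit without a filter its log2 fold change was 2.61 (standard error 0.71). The authors' counting could have split reads among the copies of the alpha and beta genes, so the value of a single copy is uncertain.

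S100a8 (ENSMUSG00000056054, chromosome 3, 90576285 to 90577342) had 1.44 ± 1.11 CPM (SD, n = 9) in the control group and 3.67 ± 2.90 CPM (SD, n = 8) in the cryoablation group, a log2 fold change of 1.34 (standard error 0.53; exact permutation p = 0.0554). S100a9 (ENSMUSG00000056071, chromosome 3, 90599939 to 90603028) had 2.97 ± 2.42 and 9.07 ± 8.69 CPM (SD), a log2 fold change of 1.61 (standard error 0.65; exact permutation p = 0.127). For both, 6 of 8 cryoablation tumors lay above the control median. All 5 genes of the list that passed the filter exceeded the paper's threshold. When adjusted over the list alone, 5 of the 5 had an adjusted p under 0.05, against 0 over all genes tested (639 genes had an unadjusted p under 0.05). Since the paper chose the list on these tumors, the first count is not independent evidence. Offsets that remove each tumor's trend over gene length and GC content were also applied. The log2 fold changes were then 1.22 for Hba-a1, 1.11 for Hbb-bs, 1.14 for Hbb-bt, 1.03 for S100a8 and 1.37 for S100a9. Neither S100a8 nor S100a9 kept an unadjusted edgeR p under 0.05 with them (the larger was 0.0663). With short-gene expression as a term, Hba-a1 fell to 0.99 and Hbb-bs to 0.93, under the paper's threshold, while Hbb-bt was 1.13. The unadjusted edgeR p values of these 3 genes were then 0.00191, 0.00488 and 0.00796. The median of S100a8 and S100a9 was 1.40 with that term, and their unadjusted edgeR p values were 0.0312 and 0.0244. For each of the 5 genes, the adjusted p with that term was 0.998.

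**Figure D1:**
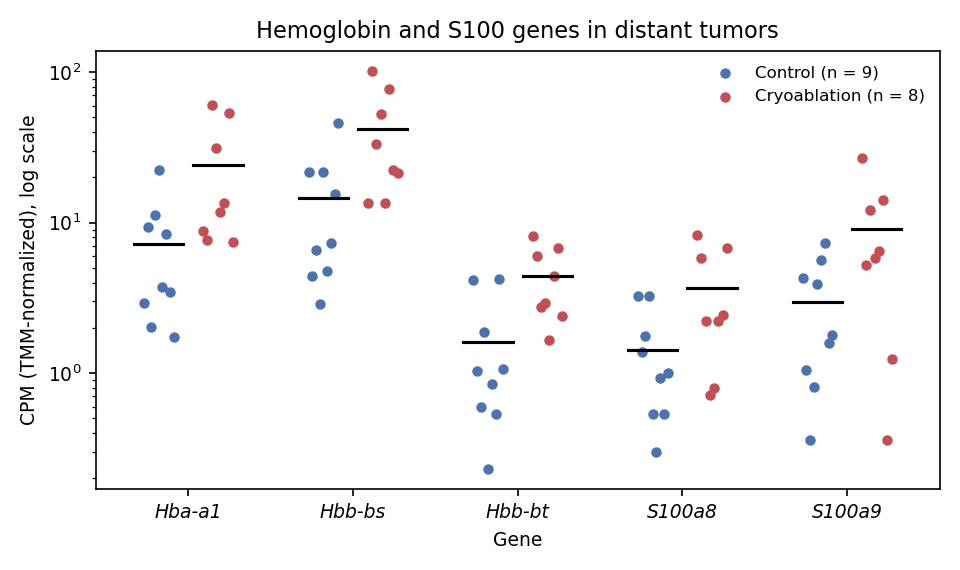
TMM-normalized CPM of 5 genes on a log axis, with 1 point per tumor in the control group (blue, n = 9) and the cryoablation group (red, n = 8) and a black line at each mean. The cryoablation means are 24.3 CPM for Hba-a1 and 9.07 CPM for S100a9, and the points of the groups overlap for every gene.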

### Cryoablation enhanced anti-tumor effect through the lysosome-related pathway

To further analyze the effect of cryoablation on the microenvironment of distant tumors at the protein level, we collected tumor samples from patients with advanced melanoma pre- (3 samples) and post-cryoablation (4 samples).

The cluster analysis results showed significant differences in protein grouping between pre-and post-cryoablation (**Figure S2B**). The results of differential proteins showed that there were 31 up-regulated proteins and 50 down-regulated proteins (pre- vs. post-cryoablation) (**Figure S2A**) (**Table S4**). Further analysis of differential proteins’ subcellular localization revealed that 28% were located in the nucleus, 28% in the cytosol, 20% in the plasma membrane, 15% in the mitochondria, and 9% in the extracellular (**Figure 5A**). The analysis of the domain of differential proteins showed that it was mainly related to “Sorbin and SH3 domain-containing protein,” “SoHo domain,” “C3HC4 Zinc finger,” and “Pleckstrin homology domain,” “MHC class II-beta chain-N terminal” and so on (**Figure S2C**). However, there is no overlap between the differentially expressed proteins of the protein spectrum and the DEGs of the bulk RNA-seq (**Figure S2D**).

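The mouse genes Kcnab2, Lair1, Hvcn1, Snap23, Stxbp2, Vps33a, Vps11, Vps16 and Vps18 correspond to proteins that the paper names in its proteomic results. Those proteins were measured in human melanoma and later after cryoablation, whereas RNA of mouse tumors at 5 days is measured here. All 9 genes were tested in the distant MC38 tumors, and in the main test 0 of them passed the paper's threshold or had an unadjusted p under 0.05. Their log2 fold changes ranged from -0.26 for Snap23 to 0.26 for Stxbp2, 6 above and 3 below 0. Snap23 (ENSMUSG00000027287, chromosome 2, 120398152 to 120431736) had 53.7 ± 7.79 CPM (SD, n = 9) in the control group and 44.9 ± 12.4 CPM (SD, n = 8) in the cryoablation group (standard error 0.15; exact permutation p = 0.0783), with 7 of 8 cryoablation tumors below the control median. The lowest Snap23 values of all tumors were 30.6, 38.3 and 30.0 CPM in cryoablation replicates 2, 4 and 5. With each tumor left out in turn, the log2 fold change of Snap23 ranged from -0.36 to -0.19. Its unadjusted p was 0.0481 under limma's voom, 0.0303 in edgeR with a replicate block and 0.0195 in edgeR without cryoablation replicate 7. The smallest adjusted p of these was 0.470. Under the other alternatives with all tumors, its unadjusted p lay between 0.0542 (edgeR with the length and GC offsets) and 0.104 (edgeR's exact test). Stxbp2 (ENSMUSG00000004626, chromosome 8, 3680955 to 3693644) had 47.2 ± 6.59 and 56.5 ± 20.6 CPM (SD; standard error 0.17; exact permutation p = 0.298). Its highest values were 79.4, 65.1 and 92.7 CPM in cryoablation replicates 2, 4 and 5. The log2 fold change of Stxbp2 was 0.12 without cryoablation replicate 5, 0.07 under limma's voom and 0.0083 with short-gene expression as a term. For the other 7 genes the log2 fold change was between -0.05 (Vps33a) and 0.21 (Hvcn1), and that of Hvcn1 fell to 0.05 without cryoablation replicate 4. The sign of Kcnab2, Lair1, Hvcn1, Vps33a, Vps11 and Vps18 turned under at least 1 alternative. Single tumors lay apart from their group for Lair1 (control replicate 1 and cryoablation replicate 7, both lower) and Vps16 (control replicate 5, higher).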

**Figure 5:**
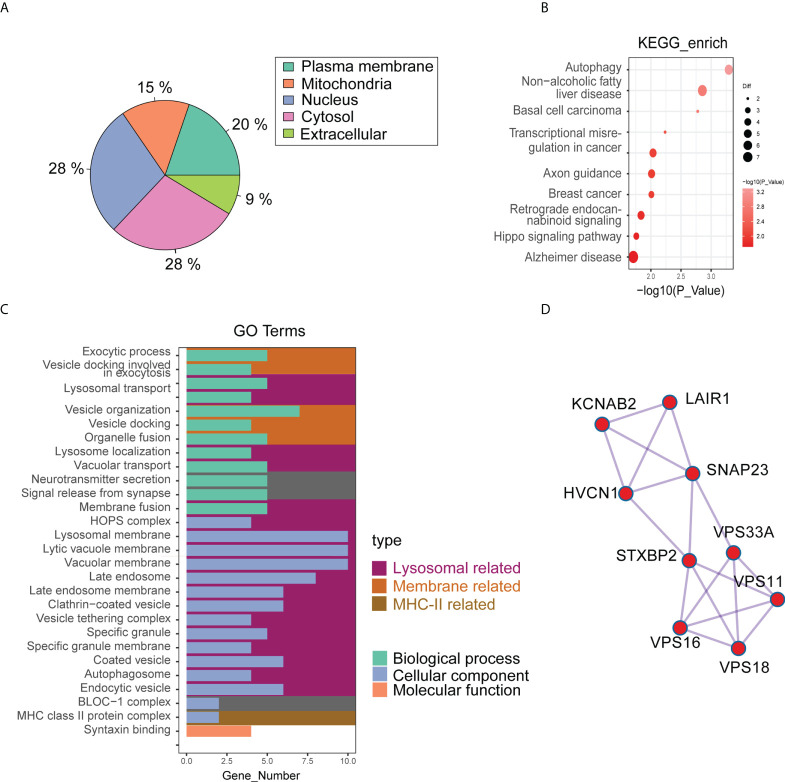
The results of quantitative proteomics (4D Label-free) of pre- (3 samples) and post-cryoablation (4 samples). **(A)** The differential proteins’ subcellular localization; **(B,C)** GO and KEGG enrichment analysis results; **(D)** The PPI results showed that the major interacting differentially expressed proteins were KCNAB2, LAIR1, HVCN1, SNAP23, STXBP2, VPS33A, VPS11, VPS16, and VPS18.

Among the differential proteins, we found a significant GO enrichment of pathways pertaining to the “lysosomal related,” “membrane related,” and “MHC-II related” (**Figure 5C**) (**Table S5**). Besides, we also found a significant KEGG enrichment of pathways pertaining to autophagy, non-alcoholic fatty liver disease, basal cell carcinoma, Hippo signaling pathway, and so on (**Figure 5B**) (**Table S6**). PPI analysis used the STRING database to predict interactions between differential proteins. The results showed that the significant interacting differentially expressed proteins were KCNAB2, LAIR1, HVCN1, SNAP23, STXBP2, VPS33A, VPS11, VPS16, and VPS18 (**Figure 5D**). Among these proteins, proteins associated with the lysosomal pathway found in GO enrichment analysis were SNAP23, STXBP2, VPS33A, VPS11, and VPS18. Moreover, the expression of SNAP23 and STXBP2 proteins increased significantly in distant tumors post cryoablation (**Figures 6A, C**).

**Figure 6:**
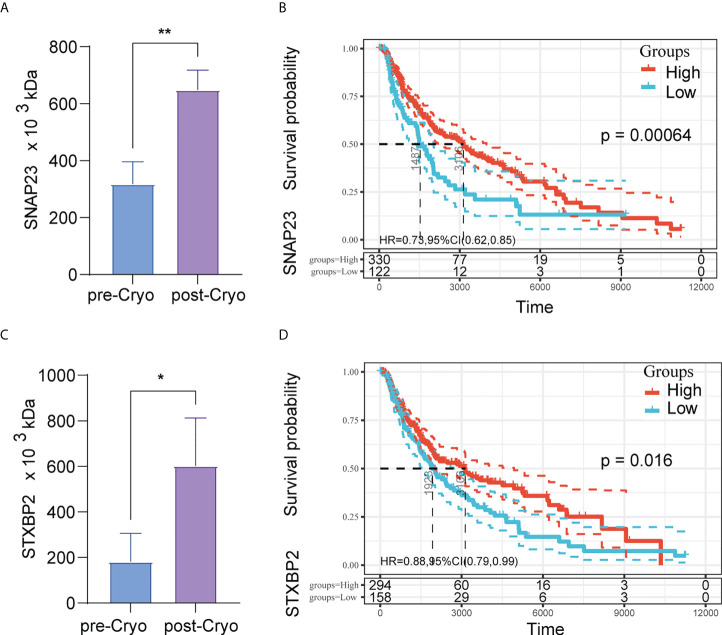
The expression of SNAP23 and STXBP2 proteins increased significantly in distant tumors post cryoablation **(A,C)**; High expression of protein SNAP23 (HR: 0.73, 95%CI:0.62-0.85, P=0.00064) **(B)** and STXBP2 (HR: 0.88, 95%CI:0.79-0.99, P=0.016) **(D)** are associated with better prognosis in TCGA-SKCM (N=452).

Further to investigate the relationship between SNAP23 and STXBP2 and patient survival, we further analyzed the pan-cancer data in TCGA. The results showed that high expression of SNAP23 was a protective factor in SKCM (Skin Cutaneous Melanoma) and KIRC (Kidney renal clear cell carcinoma). In contrast, high expression of STXBP2 was a protective factor in BLCA (Bladder Urothelial Carcinoma), SARC (Sarcoma), SKCM, THYM (Thymoma), and CHOL (Cholangiocarcinoma) (**Figure S3**). High expression of protein SNAP23 (HR: 0.73, 95%CI:0.62-0.85, P=0.00064) (**Figure 6B**) and STXBP2 (HR: 0.88, 95%CI:0.79-0.99, P=0.016) (**Figure 6D**) are associated with better prognosis in SKCM.

Moreover, tumor tissue does not simply contain tumor cells. It comprises various types of cells, including stromal cells, fibroblasts cells, immunocytes, etc., which constitute the tumor microenvironment (TME). CIBERSORT is a commonly used method for calculating immune cell infiltration. We analyzed the impact of SNAP23 and STXBP2 genes on the immune micro-environment in SKCM tumors through CIBERSORT (**Figure 7C**). The results showed that the expression of SNAP23 was positively correlated with the number of M1 cells and negatively correlated with the number of Treg cells (**Figure 7A**). The expression of STXBP2 was positively correlated with the expression of M1 cells, CD8 cells, and NK-activated cells, but negatively correlated with the expression of M2 cells (**Figure 7B**).

**Figure 7:**
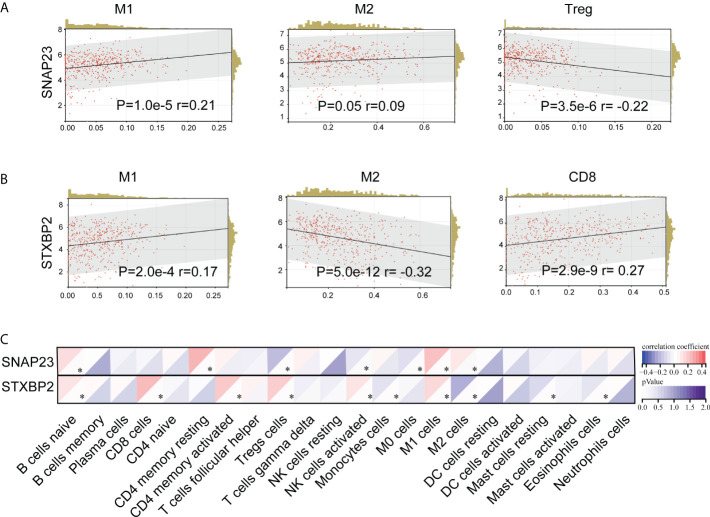
CIBERSORT analysis of the effect of SNAP23 **(A)** and STXBP2 **(B)** genes on TCGA-SKCM (N=452) tumor immune microenvironment **(C)**..

## Discussion

As one of the local treatments, cryoablation plays an increasingly important role in the comprehensive treatment of malignant tumors with its advantages of less trauma, high reproducibility, and minimally invasive (23). With the development of cryoablation technology, cryoablation has been used to treat various solid tumors, including skin tumors, liver cancer (24), lung cancer (25), breast cancer (26), and other tumors (22, 23, 27, 28).

Since the 1970s, cryoablation has been reported to stimulate humoral immunity and induce the disappearance of metastatic tumors (29, 30). Compared with partial hepatectomy, partial liver cryoablation has been reported to cause a systemic inflammatory response associated with distant organ injury and NF-κb-dependent cytokine overproduction (31–33). Current research suggests that due to the previously shielded tumor antigens being continuously exposed to the immune system, the unique function of ablation provides a therapeutic opportunity for immune stimulation (3). However, the inner mechanism of the enhancement of anti-tumor immunity induced by cryoablation is still unclear. Current studies suggest that tumor antigens, previously blocked, are continuously exposed to the immune system post cryoablation, providing therapeutic opportunities for immune stimulation.

In this study, we applied a multi-omics approach to investigate the effects of local cryoablation on the distal tumor microenvironment. *In vivo*, we demonstrated that cryoablation altered the immune microenvironment of distant tumors, resulting in an increase in immune effector cells and a decrease in immunosuppressive Treg cells, M2 macrophages cells, and thus prolonged mouse survival. A large amount of cell debris and contents were released post cryoablation, so we analyzed the proteomics of the samples pre- and post-cryoablation. The results revealed that the lysosome- and MHC-II-related pathways were activated after cryopreservation, and the expression of SNAP23 and STXBP2 increased significantly after cryopreservation. Further analysis of TCGA pan-cancer data revealed that both SNAP23 and STXBP2 overexpression were associated with a better prognosis of SKCM. Moreover, the analysis of the tumor microenvironment of SKCM in TCGA showed that the expression of SNAP23 was positively correlated with the number of immunes enhancing M1 cells while negatively correlated with the number of immunosuppressive immune Treg cells. The expression of STXBP2 was positively correlated with the number of immune-enhancing M1 and CD8 cells while negatively correlated with the number of immunosuppressive immune M2 cells.

Gazzaniga, S et al. found that extensive edema and proliferation of fibroblasts first appeared in the tumor ablation region post-cryoablation, followed by collagen accumulation. During this period, a large number of neutrophil cells began to accumulate around the tumor post-cryoablation at 1-3 days, and a large number of macrophages at 3-7 days, and then both gradually decreased (34). The reaction in and around the tumor was intense for about seven days and then gradually reduced to about two weeks. During this period, many tumors interact with immune cells and may affect the microenvironment of distant tumors (34). In this study, we found an increase in immune effector cells and a decrease in immunosuppressive Treg cells in distant tumors post-cryoablation. Since the effect did not last long and only about a week, it did not control the tumor volume immediately, but it significantly prolonged the survival of the mice. In the analysis of the immune microenvironment of Bulk RNA-seq, it was also found that cryoablation could change the immune microenvironment of distant tumors, increase effector cells and decrease immunosuppressive cells. 

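Scores of gene lists for immune cells were compared between the groups, each score being the mean log2 CPM of a list's genes in a tumor. CIBERSORT estimates were not analysed here. The score of 12 genes of CD8 and cytotoxic T cells differed by -0.11 on the log2 scale in the cryoablation group (two-sided exact permutation p = 0.692). Leaving out cryoablation replicate 7 turned this difference to 0.02. The differences were -0.20 for CD4 T cells (exact permutation p = 0.442), -0.06 for NK cells (exact permutation p = 0.788) and -0.21 for M1 macrophages (exact permutation p = 0.488). Without control replicate 4, the difference was -0.05 for CD4 T cells, 0.06 for NK cells and -0.06 for M1 macrophages. Among the lists for suppressive cells, the difference was -0.14 for Treg cells (exact permutation p = 0.537) and -0.40 for M2 macrophages (exact permutation p = 0.461), or -0.02 and -0.16 without control replicate 4. The lower ends over the tumors left out were -0.27 for CD8 and cytotoxic T cells, -0.32 for CD4 T cells, -0.36 for M1 macrophages, -0.24 for Treg cells and -0.67 for M2 macrophages. For each of these 6 lists, 5 of 8 cryoablation tumors lay below the control median, and the adjusted exact permutation p over the 19 lists tested was 0.798, or 0.831 for NK cells. The genes of the flow cytometry markers, Ptprc (CD45), Cd4, Cd8a, Foxp3, Pdcd1 and Ifng, had log2 fold changes of -0.52, -0.38, -0.36, -0.32, -0.21 and -0.34. None of these 6 genes had an unadjusted p under 0.05 (0 of 6), and their exact permutation p values lay between 0.240 and 0.683. The scores and these values are RNA levels over the whole tumor, whereas the paper's flow cytometry gives proportions of cells identified with CD45. Since Ptprc itself had the lowest log2 fold change of the 6, they do not tell whether the shares of T cells among CD45-positive cells changed. Without control replicate 4 the log2 fold change was -0.27 for Ptprc, -0.04 for Cd4 and -0.13 for Foxp3. That of Cd8a was -0.23 without cryoablation replicate 4, that of Pdcd1 -0.08 without cryoablation replicate 7, and that of Ifng ranged from -0.70 without cryoablation replicate 2 to -0.17 without control replicate 3. Cd8a and Foxp3 were lowest, apart from the other cryoablation tumors, in cryoablation replicate 4. The differences of the 6 lists were smaller than the SD between the control tumors.

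**Figure D2:**
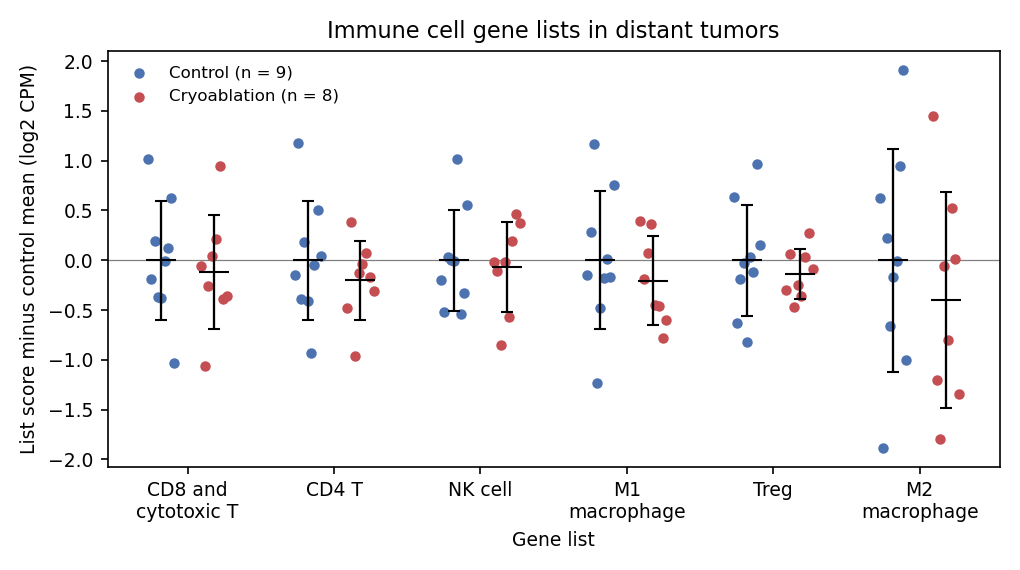
Score of each gene list per tumor (mean log2 CPM) minus the control mean of that list, with 1 point per tumor in the control group (blue, n = 9) and the cryoablation group (red, n = 8); black bars give the mean and SD. The cryoablation means lie between -0.06 (NK cells) and -0.40 (M2 macrophages), within the SD of the control tumors.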

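Lists of genes of neutrophils, IL-17 signaling and TNF signaling were scored in the same way. The score of the 8 expressed neutrophil genes was 0.56 higher in the cryoablation group on the log2 scale (1.85 ± 0.829, SD, n = 9, against 2.41 ± 1.03, SD, n = 8; two-sided exact permutation p = 0.232). It lay above the control median in 6 of 8 cryoablation tumors. The difference ranged from 0.39 without control replicate 6 to 0.87 without cryoablation replicate 8 (exact permutation p = 0.0332, adjusted over the lists 0.316). The score of 15 genes of IL-17 signaling, which include S100a8 and S100a9, was 0.20 higher (exact permutation p = 0.619), with a range from -0.07 without cryoablation replicate 7 to 0.39 without cryoablation replicate 8. That of 21 genes of TNF signaling differed by -0.07 (exact permutation p = 0.714; 6 of 8 cryoablation tumors below the control median), with a range from -0.18 without cryoablation replicate 7 to 0.02 without control replicate 4. The adjusted p of each of the 3 lists was 0.798. With camera at its preset correlation of 0.01, the adjusted p was 0.0827 for neutrophils, 0.321 for IL-17 signaling and 0.523 for TNF signaling, and with fry it was 0.809 for each.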

Activation of response to stimulus, neutrophil aggregation, IL-17 signaling, and TNF signaling pathway post-cryoablation may be the reason for changes in the distal tumors’ immune microenvironment.

S100A8/A9 protein belongs to the Ca2 + combined with the S100 protein family (35). S100A8/A9 is mainly secreted from activated neutrophils and monocytes. Moreover, S100A8/A9 is important in regulating the inflammatory process by stimulating leukocyte aggregation and inducing cytokine secretion (36–38). In this study, S100A8/A9 was significantly enriched post-cryoablation in PPI analysis. This indicated that cryoablation promotes inflammation in distant tumors, leading to enhanced anti-tumor immunity.

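Expression of S100a8 and S100a9 across the tumors depended in part on 1 tumor and on the weighting. Without cryoablation replicate 7, which had the largest counts of both genes (138 for S100a8 and 449 for S100a9), their log2 fold changes were 1.04 and 1.11, and neither gene passed the paper's threshold. Under limma's voom with sample quality weights, the log2 fold change was 0.52 (standard error 0.50) for S100a8 and 0.22 (standard error 0.75) for S100a9. The other 6 expressed genes of the neutrophil list, Ltf, Lcn2, Retnlg, Mmp8, Mmp9 and Csf3r, gave a score that was 0.34 higher in the cryoablation group (two-sided exact permutation p = 0.422), or from 0.17 without control replicate 6 to 0.63 without cryoablation replicate 8. From the place of S100A8/A9 among the interacting genes after cryoablation, the paper concludes that cryoablation promotes inflammation in distant tumors and thereby enhances anti-tumor immunity.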

Cryoablation destroys the tumor cell membrane at a low temperature and releases a large number of cell structures and cell contents, which can well maintain the original structure of cell contents and expose to a large number of effective tumor antigens (39). Previous studies reported that cell contents released by cryoablation contain “danger signals” such as pro-inflammatory cytokine, heat shock protein, DNA, and RNA recognized by toll-like receptors, which activate the natural immune response (1, 13, 40). Further analysis of the changes in protein in distant tumors pre- and post-cryoablation revealed that the significant activation pathways were the lysosomal-related, membrane-related, and MHC-II-related pathways. Therefore, it is demonstrated that cryoablation could induce the release of tumor-associated antigens and activate the anti-tumor immune function of distal tumors.

Synaptosome associated protein 23 (SNAP23) is an essential component of membrane insertion machinery (41). Its related pathways are “Class I MHC mediated antigen processing and presentation” and “Vesicle-mediated transport.” SNAP23 and its partner SNAREs mediate the fusion of the plasma membrane with intracellular organelles or vesicles to form phagosomes, as well as the fusion of phagosomes with endosomes or lysosomes to induce phagosome maturation, characterized by reactive oxygen species production and acidification (42). Syntaxin binding protein 2 (STXBP2) is involved in intracellular trafficking, control of SNARE (soluble NSF attachment protein receptor) complex assembly, and the release of cytotoxic granules by natural killer cells (43–45). In this study, we found that SNPA23 and STXBP2 expression increased post-cryoablation significantly.

Further analysis of TCGA data showed that both SNAP23 and STXBP2 were positively correlated with the number of SKCM immune effector cells but negatively correlated with the number of immunosuppressive cells. Furthermore, high expression of SNAP23 and STXBP2 was associated with a better prognosis of SKCM. Notch1 (Notch Receptor 1) is critical in modulating melanoma tumor cell growth and survival (46). Besides, Notch1 inhibition improves tumor responses to immune checkpoint inhibitors. Notch1 contributes to an immune-suppressive tumor microenvironment by inhibiting the expression of SNAP23 and overexpression of IL-6, IL-8, and CCL5 downstream of the pathway, thus affecting the efficacy of immune-checkpoint inhibitors (47). This provides a possible internal mechanism for the expression of SNAP23 to increase post-cryoablation, change the immune microenvironment in distant tumors, and improve prognosis.

In summary, this study applied a multi-omics approach to investigate the effects of local cryoablation on the distal tumor microenvironment. Those results proved that large amounts of tumor antigens are released post-cryoablation, leading to a sterile inflammatory response in distant tumors. During this period, lysosome-related pathways are activated, resulting in overexpression of SNAP23 and STXBP2, activation of immune effector cells, suppression of the release of immunosuppressive factors, and finally, enhancement of anti-tumor immunity.

Despite the great potential of immune-checkpoint inhibitors, many cancer patients still do not respond well to treatment (The efficacy of the single drug is only 20-40%), mainly due to the lack of tumor antigens, lymphocytes, and immunosuppressive tumor microenvironment (48). Combined with immune-checkpoint inhibitors, cryoablation can release many original, undenatured tumor-associated antigens, producing a more potent anti-tumor immune effect (3, 8, 49). In our previous studies, it has been demonstrated that cryoablation combined with Pembrolizumab (CATAP) could significantly improve the objective response rate in patients with liver metastases from melanoma with minimal side effects (22). Even one patient with diffuse liver metastasis achieved complete remission (CR). At the same time, cryoablation combined with the immune adjuvant, cell therapy, immune-checkpoint inhibitors, and other treatment methods is also being explored.

## Data availability statement

The data presented in the study are deposited in the NCBI, GEO DataSets repository, accession number GSE201590.

## Ethics statement

The studies involving human participants were reviewed and approved by Sun Yat-sen University Cancer Center (SYSUCC). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Sun Yat-sen University Cancer Center (SYSUCC).

## Author contributions

YW, CF, TH, DZ, HQ, and HT performed experiments. WF and LS planned the study and analyzed the data. YW and SC wrote the manuscript. All authors contributed to, read, and approved the final manuscript.

## Funding

This work was funded by the Guangdong Provincial Key R&D Programme. Grant number: 2019B110233001.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

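RNA sequencing of the distant, non-ablated MC38 tumors of mice was analysed, with 9 tumors of the control group and 8 of the cryoablation group taken 5 days after cryoablation. Groups were assigned from the deposited sample labels, and 0 columns were left without a label. The authors deposited, for each of 21931 genes and each tumor, a count of the reads on the gene, which is not normalized. They also deposited FPKM, which were checked to equal the count divided by the listed gene length and by the tumor's total count. The FPKM were used for nothing else. mRNA was isolated with magnetic beads, fragmented and sequenced on a NovaSeq platform. The text does not name the aligner, the counting program, the strandedness or the genome build. Gene names, positions and lengths were taken from the authors' table. Its start and end positions equal those of GENCODE release M21 for 512 of 21827 shared genes, so no build is named. GC content was taken from the longest GENCODE M21 transcript of each gene and was available for 12981 of the 13005 genes tested. No pair of tumors had the same counts.

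Total counts ranged from 13524899 to 17898672 per tumor. A count of 3 corresponded to between 0.168 and 0.222 CPM of these totals. A group whose tumors all had at most 3 counts of a gene was taken at 3 counts in each tumor, so that its fold change is a bound. In TMM-normalized CPM, the mean of this floor was 0.184 in the control group and 0.210 in the cryoablation group.

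Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr by group and the quasi-likelihood F test with group as the only term. The p values were adjusted by the Benjamini-Hochberg method over the 13005 genes tested. The standard error is the log2 fold change divided by the square root of F. The paper's threshold, an absolute log2 fold change over 1 with an unadjusted p under 0.05, was counted beside the adjusted p. For named genes, log2 CPM with a prior count of 2 was compared by a two-sided exact permutation test over all splits of 17 tumors into 9 and 8, whose smallest possible p is 4.11e-05. The genes named are those the RNA-seq results name, the mouse genes of the named proteins, 8 genes that Tables S2 and S3 list under terms and pathways in the text, the genes of the flow cytometry markers, and the genes labelled in Fig. 4B. Added to them were the 3 genes higher and the 3 lower with the smallest p among those past the paper's threshold with a mean of at least 10 counts. This rule, the tests and the alternatives were set before the data were examined, apart from those marked in the closing section. Of 42 genes, 39 are in the table under that symbol and 29 passed the filter.

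Principal components were computed with DESeq2 1.42.0 (blind variance-stabilizing transformation, 500 most variable genes). The share of variance between group means was tested by exact permutation. Gene lists were written from general knowledge of marker genes for erythroid cells, neutrophils, CD8 and cytotoxic T cells, CD4 T cells, Treg cells, NK cells, M1 and M2 macrophages, MHC class II, lysosome, IL-17 signaling, TNF signaling, interferon response, adipocytes, skeletal muscle, epidermis, fibroblasts, endothelium and proliferation. The score of a list is the mean log2 CPM of its genes that passed the filter, and p values were adjusted over the 19 lists. GO terms named in the paper were tested by a one-sided Fisher's exact test with the direct annotation in the authors' table, without the ancestors that topGO adds. Correlations across tumors were tested with 100000 permutations.

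The alternatives were DESeq2 1.42.0 with its Wald test, edgeR's exact test, limma 3.58.1 voom with sample quality weights, upper-quartile normalization, no filter on low counts, a mean of at least 10 counts, a replicate block, and leaving out each tumor in turn. For lists they were camera, fry, z scores, a prior count of 0.5, variance-stabilized values and the block. After the data were seen, offsets for gene length and GC content (each tumor's trend fitted by natural splines with 4 degrees of freedom), a short-gene covariate, and GO tests on calls from DESeq2 or without a filter were added. The scripts of the tests were tested on simulated counts with 200 changed genes at an absolute log2 fold change of 2. The quasi-likelihood test, run on 12937 genes, recovered 96.9% of the 194 changed genes that passed the filter, and 3.09% of its calls were false. DESeq2 recovered 98.5% with 11.2% false, and the replicate block, run on 12911 genes, 93.8% of 193 changed genes. When a length trend was added, 9.99% of unchanged genes among the 12926 tested had an unadjusted p under 0.05 without the offsets and 4.71% with them. Apart from that trend, the simulated genes varied independently of each other. In the real tumors, many genes vary together, and the first principal component held 63.99% of the variance. The simulated rates thus check the scripts and do not give the power or the share of false calls for these tumors.

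KEGG pathway enrichment, the STRING network and CIBERSORT estimates were not analysed here, nor were flow cytometry, proteomics and human tumors. Tables S1 and S2 were at hand only in part (1999 of 17819 genes and 1999 of 2322 terms) and were used to name genes and to compare single values.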

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

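Of the tests in this part, the comparison of other IL-17 signaling genes and that of the total count for Cxcl1 were chosen only after the result was seen, and the T cell scores of cryoablation replicate 4 were looked up only then. In groups of 8 or 9 tumors, the gap between the highest or lowest tumor and its nearest neighbor was compared with Dixon's 95% critical value for named genes, list scores, total counts and principal components. Of 102 groups, 7 exceeded it, where chance alone gives about 5.1, so their number is near what chance gives.

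The log2 CPM of Cxcl1 was 8.49 in cryoablation replicate 7 and between 2.28 and 3.02 in the other cryoablation tumors. The count behind it was 5949. A larger library is argued against, since the total count of that tumor ranked 9 among the 17 tumors. A trend over gene length and GC content does not account for it either: with each tumor's trend removed, the gap still made up 0.837 of the range, above the critical value. In the same tumor, 9 of the 14 other expressed genes of the IL-17 signaling list had their highest log2 CPM of all 17 tumors. By chance, 0.824 would be expected. By raw count, Il17ra was not highest there, with 1202 counts against at most 1364 elsewhere. Cxcl2 had 1267 counts against at most 142 elsewhere, Il6 508 against at most 29, and Ptgs2 4179 against at most 1041. These genes are regulated together, so they are not independent of each other. A candidate explanation is an inflammatory response in that tumor. Whether it came from the treatment, from local damage or from handling was not tested, and the other 7 cryoablation tumors had 49 to 141 counts of Cxcl1.

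The log2 CPM of Cd8a was 1.35 in cryoablation replicate 4, against 2.55 to 3.60 in the other cryoablation tumors, and that of Foxp3 was -0.95 in the same tumor, against 0.19 to 1.13. With the trends over gene length and GC content removed, the gap made up 0.555 of the range for Cd8a, which stayed above the critical value, and 0.480 for Foxp3, which no longer did. The trend may thus account for part of the position of this tumor for Foxp3 but not for Cd8a. The CD8 and cytotoxic T cell score of this tumor, which includes Cd8a, was 2.99, against 1.89 to 3.89 in the other cryoablation tumors, and its CD4 T cell score lay within the 1.80 to 3.14 of the others. The scores thus give no sign of fewer T cells as a whole in this tumor. Chance among 102 groups stays open for both genes.

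Lair1 had a log2 CPM of 3.73 in control replicate 1, against 4.34 to 4.90 in the other control tumors, and of 3.70 in cryoablation replicate 7, against 4.43 to 4.82. After removal of the trends the gap of control replicate 1 fell to 0.285 of the range, which is consistent with a length and GC bias of that library, while that of cryoablation replicate 7 was 0.646 and stayed above the critical value. Vps16 had a log2 CPM of 6.87 in control replicate 5, against 6.27 to 6.56, and its gap of 0.538 of the range after removal stayed above the critical value. The proliferation score was 6.62 in control replicate 3, against 6.95 to 7.28, and its gap fell to 0.478 after removal, under the critical value. No biological explanation was tested for these tumors of Lair1, Vps16 and the proliferation list, and chance among 102 groups stays open for each of them.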

How the results depend on the processing

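The offsets for gene length and GC content, the short-gene covariate and the GO tests on other calls were chosen after seeing the data. Where a value changed, the cause was not tested unless stated. With adjusted p, 0 genes passed 0.05 in the main test (639 with an unadjusted p under 0.05), under each of the 9 alternatives and in each of the 17 fits that left out 1 tumor. The smallest adjusted p ranged from 0.0569 (limma's voom) to 0.998 (short-gene covariate) over the 9 alternatives.

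The 64 genes past the paper's threshold (46 higher, 18 lower) became 432 (222 higher, 210 lower) without a filter, where 17819 genes were tested in place of 13005. DESeq2 gave 74, edgeR's exact test 72, upper-quartile normalization 57 and a mean of at least 10 counts 69. With limma's voom, 10 genes were higher and 69 lower, and 16 of the 64 genes were shared. With the length and GC offsets, 17 of 43 genes were higher (39.5%, against 71.9% in the main test), and 29 genes were shared with the 64. With the short-gene covariate, 8 were higher and 36 lower. Across the fits that each left out 1 tumor, the total ranged from 34 without cryoablation replicate 5 to 165 without cryoablation replicate 3. Genes higher ranged from 15 without cryoablation replicate 4 to 93 without control replicate 5, and genes lower from 4 without control replicate 4 to 74 without cryoablation replicate 3.

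The groups share replicate numbers, but neither the paper nor the labels pair the tumors. The deviations of same-numbered tumors from their group means correlated between -0.510 and 0.642 over 8 pairs, and 4 of 8 exceeded 0.1, so the numbers do not pair them. With a replicate block, 33 genes passed the paper's threshold, 13 of them higher, in a fit of 16 tumors.

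Among named genes, 229 of 261 values under the alternatives kept their direction and their side of the threshold, 13 fell under it and 19 changed sign. The sign changes were mostly at values near 0. The log2 fold change of Kcnab2 was -0.0075 with upper-quartile normalization, -0.0031 without a filter and -0.0062 with the short-gene covariate. That of Lair1 was -8.55e-05 with edgeR's exact test, -0.041 with limma's voom, -0.016 with upper-quartile normalization, -0.013 without a filter, -0.00025 with a mean of at least 10 counts and -0.0084 with the covariate. Under limma's voom it was -0.17 for Hvcn1, 0.069 for Vps33a, -0.00094 for Vps18 and -0.98 for Krt18. With the covariate it was -0.22 for Hvcn1, 0.039 for Vps33a, -0.017 for Vps18 and -0.0036 for Krt18. Vps11 moved to 0.0050 with the offsets, and Cxcl1 to -0.19 with DESeq2. Leaving out each tumor in turn gave from -0.027 to 0.045 for Kcnab2, from -0.077 to 0.085 for Lair1, from -0.0062 to 0.055 for Vps18, and for Cxcl1 from -0.22 without cryoablation replicate 7 to 2.93. Hba-a1 and Hbb-bs fell to 0.99 and 0.93 with the covariate, and S100a8 and S100a9 lost the threshold under limma's voom, with the offsets, and without cryoablation replicate 7. Genes under the filter have values only in the fit without one, and those at the floor of 3 counts are given as bounds and were not compared.

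For the lists, 128 of 133 values under the alternatives kept their direction and side. The erythroid list reached an adjusted p under 0.05 with the offsets (difference 0.95) and with camera (adjusted p = 2.02e-06), but not with fry (0.0533) or camera with an estimated correlation (0.0973). Leaving out each tumor, its difference ranged from 1.04 to 1.38, and without control replicate 5 its adjusted exact permutation p was 0.0236. The adjusted camera p was 0.0125 for the interferon response and 0.0306 for adipocytes, and neither call held under fry (0.809 for both) or with an estimated correlation (0.841 for both). The endothelium difference was 0.0089 with the offsets. Left-out tumors moved the difference from -0.27 to 0.020 (without cryoablation replicate 7) for CD8 and cytotoxic T cells, from -0.14 to 0.063 (without control replicate 4) for NK cells, from -0.020 (without cryoablation replicate 2) to 0.30 for MHC class II, from -0.069 (without cryoablation replicate 7) to 0.39 for IL-17 signaling, from -0.18 to 0.019 (without control replicate 4) for TNF signaling and from -0.080 to 0.058 for endothelium.

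The share of variance between the groups on the first 2 principal components had an exact permutation p of at least 0.103 under every alternative. Of 14 values for GO terms, 13 kept their call. Response to stimulus, with an exact p of 1 in the main test and with DESeq2's calls, had an adjusted p of 2.71e-06 without a filter. Depth limits the genes near the floor: at most 3 counts in a group leave Il13, Ccr6, Rragb and Rhag with bounds only, and those of Ccr6 (0.803 without control replicate 4) and Rhag (0.769 without cryoablation replicate 5) do not stay over 1 when 1 tumor is left out.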

Differences from the paper's values

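The paper reports 46 genes as up-regulated in control against cryoablation tumors, that is, lower in the cryoablation group, and 18 genes were lower here. The paper's Table S1 also gives 46 lower and 42 higher, whereas the legend of Fig. 4 gives 42 for each direction. Among the alternatives set before the data were examined, the number lower was within 1.5 times the paper's 46 with limma's voom (69), without control replicate 1 (34) and without cryoablation replicate 6 (31). With DESeq2 (22), edgeR's exact test (23), upper-quartile normalization (21), no filter (210), a mean of at least 10 counts (20), the replicate block (20) and the other 15 fits that left out 1 tumor it was not. With the short-gene covariate, chosen after seeing the values, 36 genes were lower, and with the length and GC offsets, also chosen after seeing them, 26. Against the legend's 42, limma's voom would no longer be within 1.5 times, and the fits without control replicate 6 and without cryoablation replicate 4 (28 each) would be.

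For genes higher in the cryoablation group, the paper's count is 42 and 46 were found, but this number depended on the setting. It was within 1.5 times the paper's with DESeq2 (52), edgeR's exact test (49), upper-quartile normalization (36) and a mean of at least 10 counts (49), and not with limma's voom (10), without a filter (222) or with the replicate block (13). Of the 17 fits that each left out 1 tumor, 5 were within 1.5 times, all of them without a control tumor, and the others ranged from 15 without cryoablation replicate 4 to 93 without control replicate 5. The added settings gave 17 with the offsets and 8 with the covariate.

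Fig. 4B labels LTO1 at a log2 fold change of about 2.6, read by eye, on the side of the up-regulated genes. For control over cryoablation tumors the log2 fold change of LTO1 was 0.12 here, and none of the alternatives set before the data were examined closed the gap. Tmod1 lies at about 2.3 in Fig. 4B, read by eye, against 0.55 here from the fit without a filter, the one fit that includes this gene. Neither gap depends on which group is taken as the reference, since the size of each change is smaller than drawn. Both genes are drawn at p values far below the smallest unadjusted p in the paper's own Table S1, 0.000569, and neither is among the 1999 genes with the smallest p that were at hand from it. The figure thus differs from the paper's table too, and whether Fig. 4B was drawn from these tumors cannot be told from the files, so the comparisons with its labels rest on that assumption.

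Fig. 4B also labels Exosc6 and Ugt1a9 among the differential genes, and both are listed at 0 in all 17 tumors. Gm16933, Gm44709 and Gm44170, labelled in the same figure, are not among the symbols of the deposited table. Krt18 lies in Fig. 4B on the side of the genes up-regulated in control against cryoablation tumors, whereas the paper's own Table S1 gives a log2 fold change of 2.03 for the cryoablation group over the control group. The value here was 2.01 (exact permutation p = 0.372), -0.98 under limma's voom and -0.0036 with the short-gene covariate. For this gene the figure thus differs from the paper's table, while the deposited counts do not fix a direction.

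Of the terms the paper calls enriched, response to stimulus had 0 of 36 genes past the paper's threshold (p = 1 from Fisher's exact test), and without a filter on low counts, a setting chosen after seeing the data, 19 of 223 genes and an adjusted p of 2.71e-06. For response to external stimulus no tested gene is annotated directly. The paper states that effector cells increased in the RNA-seq data. Here the score of CD8 and cytotoxic T cells differed by -0.11 (0.020 without cryoablation replicate 7) and that of M1 macrophages by -0.21 (-0.060 without control replicate 4), both within the spread between tumors. The paper also states that immunosuppressive cells decreased. The Treg score differed by -0.14 and the M2 macrophage score by -0.40, or -0.02 and -0.16 without control replicate 4. Both went in the paper's direction, but within the spread between tumors. These scores are RNA levels over the whole tumor and not shares among immune cells. The paper proposes activation of TNF signaling after cryoablation, and the difference in that list was -0.07 (0.019 without control replicate 4).

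The paper's PCA in Fig. 4A has about 58% and about 15% of the variance on its axes, read by eye. The setting with all genes passing filterByExpr gave 58.4% and 14.9%, and the main setting 63.99% and 15.6%. The paper's fold changes in Table S1 (1999 of 17819 genes at hand) are on the scale used here: the ratio of mean counts normalized by size factors lay within 0.01 log2 of the paper's value for all 1934 genes with a finite value.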

Other observations

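Of the tests in this part, those of short genes along the first principal component, of thinned counts, of Krt1 and Lor, the separate test of muscle and fat, the short-gene covariate and the count of splits for adjusted p were chosen only after a result was seen. The test of total counts and a joint test of muscle, fat and skin came first and were positive, and both are given below. Besides the alternatives set before the data were examined, 2 gene-wise models were added.

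The 64 genes past the paper's threshold lie within what splits of these tumors give by chance. In 24 of 100 splits of the 17 tumors into 9 and 8, the real one included, at least as many genes passed, and in 30 of 100 splits at least 639 genes had an unadjusted p under 0.05. The median over the splits was 24 genes past the threshold and 234 with an unadjusted p under 0.05, and the largest number past the threshold was 554. Any gene with an adjusted p under 0.05 was found in 4 splits. Since the real split had 0 such genes, 100 of 100 splits had as many, a count that could not come out otherwise.

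The spread of the tumors along the first principal component followed short genes. The mean log2 CPM of 203 genes shorter than 1000 bases that encode neither ribosomal, respiratory-chain nor hemoglobin proteins nor S100A8 or S100A9 had a Pearson r of -0.990 with the component (permutation p = 1e-05, adjusted 6e-05, the smallest p that the permutations can give) and a Spearman rho of -0.958 (permutation p = 1e-05). Without the 2 tumors farthest out, r was -0.986. Within the control group it was -0.978 and within the cryoablation group -0.994. This was 1 of 12 relations tested. Across genes, the median log2 fold change was 0.50 for the 260 genes under 1000 bases and -0.08 for the 2347 genes of 8000 bases and over, or 0.057 and 0.00013 with the offsets. Genes are not independent replicates. The score of these short genes itself did not separate the groups (difference 0.26; exact permutation p = 0.278). A difference in library size was tested as well. The total count followed the component (Pearson r 0.762, permutation p = 0.00021, adjusted 0.000504; Spearman rho 0.630, permutation p = 0.00833; r 0.733 without 2 tumors, 0.716 within the control and 0.830 within the cryoablation group). However, with every tumor thinned to 13524899 counts the component had a correlation of 0.999 with the one before thinning, which argues against depth as its cause. Adipocyte genes gave the larger r of the muscle and fat lists, -0.390 (permutation p = 0.122; rho -0.404, permutation p = 0.108). This relation was weaker than that of the short genes (r -0.990). With so few tumors, a relation of this size neither shows nor excludes a contribution of muscle or fat. The epidermis list followed the component (r -0.918, permutation p = 1e-05; rho -0.897, permutation p = 2e-05; r -0.907 without 2 tumors, -0.857 and -0.951 within the groups). Yet Krt1 and Lor, abundant in the outer skin, had at most 5 counts in any tumor while Krt14 had 2783 to 6761, which argues against skin. A length and GC bias between libraries is a candidate explanation. RNA quality values are not analysed here, and a biological cause that favors short transcripts was not tested.

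The hemoglobin genes Hba-a1, Hbb-bs and Hbb-bt had a median log2 fold change of 1.54. Of 10000 random trios matched on length, GC content and mean count, 0 percent had a median as high, but the paper named these genes for their change in these same tumors, so that comparison excludes nothing. With the offsets the median was 1.14, each gene stayed over 1 with an unadjusted p of at most 0.00828, and 74.3% of the change was kept. With the short-gene covariate the median was 0.99, and the unadjusted edgeR p of each gene was at most 0.00796. By the fit with offsets, length and GC bias is argued against as the whole cause, although it may account for part of the size, and chance stays open for genes chosen on these tumors. The mean of the 3 genes followed the short-gene score (Pearson r 0.795, permutation p = 0.00015, adjusted 0.00045; Spearman rho 0.784, permutation p = 0.00044; r 0.646 without 2 tumors, 0.874 within the control and 0.953 within the cryoablation group). Red blood cells left in the tumor were tested by the rest of the erythroid list. Its expressed genes besides hemoglobin, Alas2 and Rhd, had a score that was 0.47 higher in the cryoablation group (exact permutation p = 0.00967), which is consistent with more red blood cells or more blood in these tumors. That test rests on 2 genes with mean counts of 17.8 and 60.6. Blood content at tissue collection and bleeding or vessel changes after treatment were not tested apart. The whole erythroid list (5 of 12 genes expressed) differed by 1.20, with all 8 cryoablation tumors above the control median (exact permutation p = 0.00531, adjusted over the 19 lists 0.101).

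For S100a8 and S100a9, the median log2 fold change was 1.47. Of 10000 matched pairs, 0 percent had a median as high, which excludes nothing for the same reason. With the short-gene covariate the median was 1.40, and the unadjusted edgeR p was 0.0312 for S100a8 and 0.0244 for S100a9. With the offsets the median was 1.20, but neither gene kept an unadjusted p under 0.05 (the larger was 0.0663). The criterion set beforehand asked for such a p in both genes, so length and GC bias cannot be told apart from a real change for these genes: their scatter between tumors keeps it open. Their mean had a Pearson r of 0.386 with the short-gene score (permutation p = 0.127) and a Spearman rho of 0.326 (permutation p = 0.201). A relation of this size over 17 tumors neither shows nor excludes the bias. The neutrophil list without S100a8 and S100a9 was 0.34 higher (exact permutation p = 0.422), so a rise in neutrophils is neither shown nor excluded. Its 6 genes went both ways and differ too much between tumors to decide. Their log2 fold changes were 1.57 for Ltf, 1.45 for Lcn2, 0.26 for Retnlg, 0.18 for Mmp9, -0.45 for Mmp8 and -0.51 for Csf3r.

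The CD4 T cell and CD8 and cytotoxic T cell scores were lower in the cryoablation group by a mean difference of -0.16. With the offsets the mean difference was -0.22, so removing the length and GC trend did not shrink it. Without control replicate 4 the CD4 T cell difference was -0.055, and without cryoablation replicate 7 that of CD8 and cytotoxic T cells was 0.020. Neither list passed its test, and chance remains open.

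Other lists are given as values, with the number of the 8 cryoablation tumors on one side of the control median. The difference was 0.11 for MHC class II (exact permutation p = 0.689, 5 above), -0.06 for lysosome (0.434, 4 below), -0.32 for the interferon response (0.271, 6 below), 0.59 for adipocytes (0.285, 6 above), 0.34 for skeletal muscle (0.624, 7 above), 0.35 for epidermis (0.247, 4 above), -0.16 for fibroblasts (0.254, 6 below), -0.02 for endothelium (0.913, 4 below) and 0.06 for proliferation (0.502, 5 above). Single tumors moved several of them: adipocytes from 0.36 (without cryoablation replicate 3) to 0.95 (without cryoablation replicate 8), skeletal muscle from 0.12 (without cryoablation replicate 8) to 0.71 (without control replicate 6), epidermis to 0.20 (without cryoablation replicate 5), fibroblasts to -0.083 (without control replicate 4), the interferon response to -0.19 (without control replicate 2), lysosome to -0.026 (without control replicate 4) and proliferation to 0.0042 (without control replicate 3). After adjustment over the lists, the exact permutation p was 0.913 for endothelium and 0.798 for each of the others.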
